A study of Homo sapiens and Escherichia coli with 8 samples.

How the data were processed

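The series used single-molecule R-loop footprinting with long reads in NTERA-2, a human embryonal carcinoma cell line. An R-loop is an RNA:DNA hybrid with a displaced DNA strand. Bisulfite applied without denaturing the DNA converts cytosines only where a strand is exposed, so a run of converted bases on one molecule is read as the footprint of an exposed strand. Per the labels, nucleic acids were extracted with phenol and chloroform, cut with restriction enzymes, treated with bisulfite without denaturation and made into amplicon libraries for Pacific Biosciences sequencing. The groups were taken from the labels. There were 8 samples in 8 groups with 1 sample each: material enriched with S9.6 (an antibody against RNA:DNA hybrids), material not enriched with S9.6, enriched material with and without RNase H (an enzyme that degrades the RNA of such hybrids), a control plasmid from bacteria named pFC53, a direct bisulfite sample, a pool of samples, and a sample labelled DRIPc-seq and treated with RNase A. The molecules of 1 sample are called a library here, which need not be 1 preparation. The enriched library held 7 sequencing runs and the library not enriched 4. Files of 7 samples were used, and the RNase A sample was not analysed here.

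The deposited files hold positions of bases and no other unit. Per the file headers, there was 1 track per locus, with a window token of 20 and a threshold token of 0.55 in every file except direct bisulfite, where the threshold token was 0.35. The headers do not spell out what the tokens mean. The aligner, the peak caller and the genome build are not given in the sources used here. In the human files each molecule is a list of converted bases inside called peaks, with marks for the locus start, both read ends and the display order. Molecules without a peak are not listed, so the number of molecules sequenced is unknown and no share of molecules with a footprint can be given. The plasmid file holds 1 record per footprint, whose start and end are given as deposited, with end minus start as the length. Its track name carries the token for the minus strand and the strand column is plus in all 326 records, so no strand is reported for it.

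Coordinates in the human files are those deposited, counted from 1, and may be off by 1 base at each end. Of 34 locus names, 31 matched a symbol or an unambiguous older symbol in a table of genes of assembly GRCh38, all 31 on the same chromosome. Only 4 of the deposited intervals overlapped the matched gene's position in that assembly, so its coordinates were not used. No genome sequence was used, and the planned results on sequence and gene annotation under footprints were not run. Every locus has 1 strand in these files, which left the planned strand share without content.

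A molecule's converted bases were split into footprints wherever at least 150 bp held no converted base. This gap was chosen after the distribution of gaps was seen. A footprint runs from its first to its last converted base. Converted bases of 38 pairs of runs at the same locus were set against each other at shifts of up to 2 bp, and all 38 matched best with no shift. The share of converted bases at positions used by the largest run of the locus ran from 8.42% to 100% without a shift. Among the direct bisulfite comparisons it was 8.42% at MALAT1, 52.5% at GADD45A and 75.6% at BTF3. It was 9.93% at a further locus with too few direct footprints for the main comparison. The check says little where the share is low. A molecule's sequencing run was read from the leading digits of its identifier, which gave 13 runs in the human files.

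Medians carry 95% percentile bootstrap intervals over footprints from 2000 resamples. Per-locus comparisons used loci with at least 20 footprints in both libraries. Differences of medians were tested with a permutation test over footprints, two-sided, with 100000 resamples (10000 for alternatives), and adjusted over loci with the Benjamini-Hochberg method at 0.05. The smallest p that 100000 resamples can give is 1e-05. These tests compare the libraries and not the conditions. Positions were compared by Pearson's correlation along the locus of the share of footprints covering each 10-bp bin, beside its 95% range for 1000 draws of disjoint random parts of the larger library, each as large as the smaller library, or as an equal split of the larger allows. Loci are not replicates, and no p was taken across them. Ratios of counts carry exact conditional binomial intervals, counts exact Poisson intervals and shares Wilson intervals. Amplified molecules carry no molecular identifiers, so all intervals cover counting error only.

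Molecules of one run and locus were also grouped into pattern families by average linkage on the share of unlike converted positions, with a limit of 25%. A first clustering rule had failed on simulated copies, and average linkage was then chosen on such simulations, after a first table of alternatives with the old rule had been seen, so they are no independent check of it. On simulated copies it gave 103% of the true number of founders at 5% copying errors when ends differed and 95.2% when all founders shared their ends. At 10% errors it gave 191% and 196%, so family counts can be too high, and at 2% errors with shared ends 82.4%. Splitting was right for 100% of 2000 simulated molecules. That share does not show that the chosen gap suits real molecules, where the split can depend on it. With RNase H, 72.2% of molecules held more than 1 footprint at the chosen gap and 5.56% at a gap of 300 bp. At the sizes of the enriched and independent libraries, the permutation test called 2.22% of 90 simulated comparisons without a change and 82.2% of 90 with lengths scaled down by 30%. Both simulated groups were drawn independently from the enriched lengths of a locus, and p was not adjusted. No PCR copies or run differences were simulated, so these shares do not cover false calls from either. Footprints were called again with a window of 20 sites, a share of 0.55 and a minimum length of 100 bp. This found 96.6% of 2700 deposited enriched footprints at 4 loci within 20 bp.

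Loci are named by a rule fixed before the data were examined: the 3 with the most footprints in each library, the 3 largest differences in each direction of each comparison, loci with footprints after RNase H, and the plasmid. PRPF38B was named after its values were seen. Values of 1 locus named by the rule are not reported here, though counts and medians over loci include it. Alternatives fixed before the data were examined were distinct ends, a length minimum of 200 bp, the longest footprint per molecule, other count minimums, the mean, left-out loci and locus ends, other bins and correlations, and counts of molecules. Other gaps, pattern families, footprints called again (on sites of the enriched library, then of both libraries), a length minimum of 100 bp for the direct bisulfite comparison and the enriched library without its no-RNase-H molecules were added after seeing the data. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.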

Results

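R-loop footprints were read on single DNA molecules from NTERA-2 cells, with 1 library per group and therefore no replicate check of any difference between groups. The library enriched with the S9.6 antibody listed 10469 molecules with 10605 footprints at 32 loci. The library not enriched with S9.6, called independent here, listed 1295 molecules with 1306 footprints at 9 loci. The enriched library without RNase H listed 2541 molecules with 2612 footprints at 4 loci, and the library with RNase H listed 36 molecules with 63 footprints at 1 locus. Direct bisulfite treatment gave 470 molecules with 581 footprints at 7 loci, and the pFC53 plasmid 244 molecules with 326 footprints. Only molecules with a called peak are listed, so the sequencing depth behind these counts is unknown.

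The libraries are not all separate material. The pooled file held 11764 molecules, which were exactly the union of the enriched and the independent molecules, with 0 missing in either direction. All 2541 molecules of the library without RNase H were also in the enriched library, where they made up 24.3%. The pooled file entered no comparison. BTF3 and RPS24 were among the 3 loci with the most footprints in the enriched library, with 1365 and 1200. SNRPN70, RPL13A and RPS24 led the independent library with 322, 303 and 260 footprints, together 67.8%. EEF2, HDAC1 and BTF3 led the direct bisulfite library with 244, 189 and 67 footprints.

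The median footprint measured 330 bp in the enriched library (95% bootstrap interval 322 to 333) and 346 bp in the independent library (325 to 376.5). It was 322 bp without RNase H (314.5 to 333), 177 bp with RNase H (161 to 177), 185 bp after direct bisulfite (164 to 213) and 463 bp on the plasmid (453 to 553). In the enriched library the medians of single loci ran from 137 to 918 bp. With footprints of at least 200 bp only, the direct bisulfite median was 526 bp, the largest shift of these medians except for the library with RNase H, where a gap of 300 bp gave 589 bp. More than 1 footprint was found on 1.3% of enriched molecules (Wilson 95% interval 1.10% to 1.53%), on 0.849% of independent molecules (0.475% to 1.51%), on 2.79% without RNase H (2.22% to 3.51%), on 72.2% with RNase H (56.0% to 84.2%), on 19.4% after direct bisulfite (16.0% to 23.2%) and on 32.0% of plasmid molecules (26.4% to 38.1%). These shares depend on the 150-bp gap: a gap of 300 bp gave 5.56% with RNase H and 7.23% after direct bisulfite, and a gap of 100 bp gave 30.2% after direct bisulfite. Of the direct bisulfite footprints, 30.8% were shorter than 100 bp, a length that no footprint of the S9.6 libraries fell below.

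Whether enrichment with S9.6 changes which footprints are seen was asked at the 6 loci with enough footprints in both libraries. The build of the following coordinates is not given in the sources used here. CALM3 lies on chromosome 19 from 47111175 to 47113800 and PIN4 on chromosome X from 71401151 to 71404495. RPL13A lies on chromosome 19 from 49993080 to 49995664, RPS24 on chromosome 10 from 79799060 to 79801731, and SNRPN70 on chromosome 19 from 49609991 to 49612952. Median lengths were lower in the independent library at 5 loci and higher at 1, with a median difference over loci of -155.75 bp, although the medians pooled over loci ran the other way.

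At PIN4 the median was 825 bp over 601 enriched footprints (807 to 871) and 388.5 bp over 112 independent footprints (239 to 475). RPS24 measured 498 bp over 1200 (479 to 526) against 284 bp over 260 (242 to 384), and RPL13A 405.5 bp over 182 (351 to 466) against 304 bp over 303 (280 to 324). CALM3 measured 389 bp over 352 (370 to 420) against 179 bp over 66 (142.5 to 244.5). Without the molecules of the no-RNase-H library, which gave 200 of the 352 footprints, the CALM3 medians were 252 and 179 bp, a difference of -73 bp instead of -210 bp (adjusted p 0.0223). This setting was chosen after seeing the data. SNRPN70 was longer in the independent library, with 293 bp over 1038 enriched (290 to 302) and 564.5 bp over 322 independent footprints (552 to 591). All 6 differences passed the permutation test after Benjamini-Hochberg adjustment, with adjusted p 0.0253 at CALM3 and 1.5e-05 at PIN4, RPL13A, RPS24 and SNRPN70, the last from the smallest p the permutations can give. Counting each distinct pair of ends once moved this result most among the settings chosen before the data were examined. The number of shorter loci past the threshold was then 2, and the median difference was -72.25 bp. RPL13A stayed past the threshold, and CALM3, PIN4 and RPS24 did not. SNRPN70 remained longer past the threshold.

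The sequencing runs bear on the same comparison. No run held molecules of both libraries (0 runs), so run and group cannot be told apart. The independent runs had medians outside the range of the enriched runs at all 6 loci, lower at 5 and higher at 1. The margin was narrow at PIN4, with 388.5 bp against an enriched range of 389.5 to 935 bp, and at CALM3, with 171 to 234 bp against 238 to 718 bp. The intervals of the nearest runs overlapped at both PIN4 (239 to 475 and 380 to 817) and CALM3 (144 to 308 and 224 to 244). At the level of runs, the smallest one-sided exact p that these numbers of runs allow is 0.1 at CALM3, 0.25 at SNRPN70 and 0.333 at PIN4, RPL13A and RPS24, so none of these loci could pass 0.05. Between runs of the enriched library itself, 10 of 26 pairs at 18 loci differed past the threshold by the same permutation test. Over the 26 pairs the median absolute difference was 47.5 bp and the largest 545.5 bp. At the 6 compared loci 3 of 12 pairs differed past the threshold, all at CALM3 or PIN4, with a median over pairs of 31.75 bp. Enriched runs differed by 5 bp at RPS24, 16 bp at RPL13A and 12 to 50 bp at SNRPN70, not past the threshold.

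**Figure D1:**
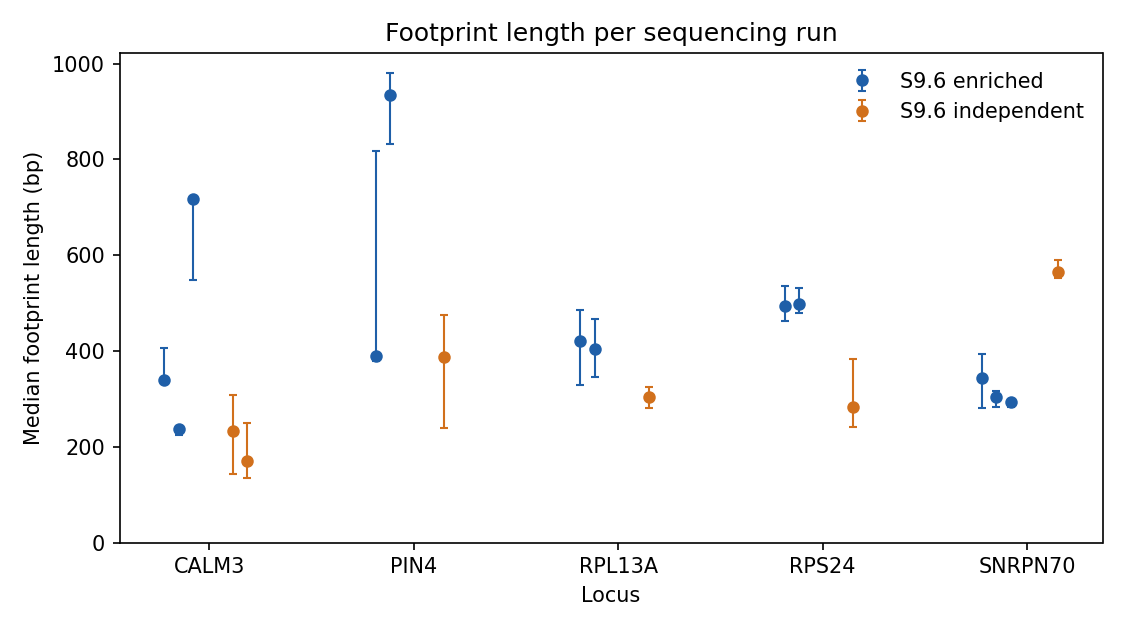
Median footprint length in bp (y axis) for each sequencing run at 5 of the compared loci (x axis), with enriched runs in blue and independent runs in orange; bars are 95% bootstrap intervals over footprints. Independent medians lie below the enriched runs at 4 of these loci, at PIN4 (388.5 against 389.5 bp) and CALM3 (234 against 238 bp) only just, and above them at SNRPN70.

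The place of the footprints was compared along the same loci. The correlation of the coverage profiles was 0.995 at RPS24, 0.952 at RPL13A, 0.827 at CALM3, 0.25 at PIN4 and 0.121 at SNRPN70. It fell below the range of random parts of the larger library at 3 loci: RPS24 (range from 0.996), PIN4 (0.872 to 0.990) and SNRPN70 (0.975 to 0.997). These ranges leave out the spread between runs. Pairs of runs from the separate libraries correlated at 0.985 to 0.995 at RPS24 and 0.0894 to 0.545 at PIN4. The only pair of enriched runs at each of these loci correlated at 0.987 and 0.508, inside those ranges, so the departure cannot be set apart from that between runs by the correlations. At PIN4 the median midpoint of the independent run, 790 bp from the locus start, lay outside the 1555.75 to 2160.5 bp of the enriched runs. At SNRPN70 such pairs correlated at -0.0852 to 0.223, below the 0.855 to 0.934 between enriched runs. Midpoints differed past the threshold at PIN4, by -1109 bp, and at SNRPN70, by -904.5 bp, with adjusted permutation p of 3e-05 at both. Taking midpoints in 50-bp bins moved the median correlation most, from 0.889 to 0.650.

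**Figure D2:**
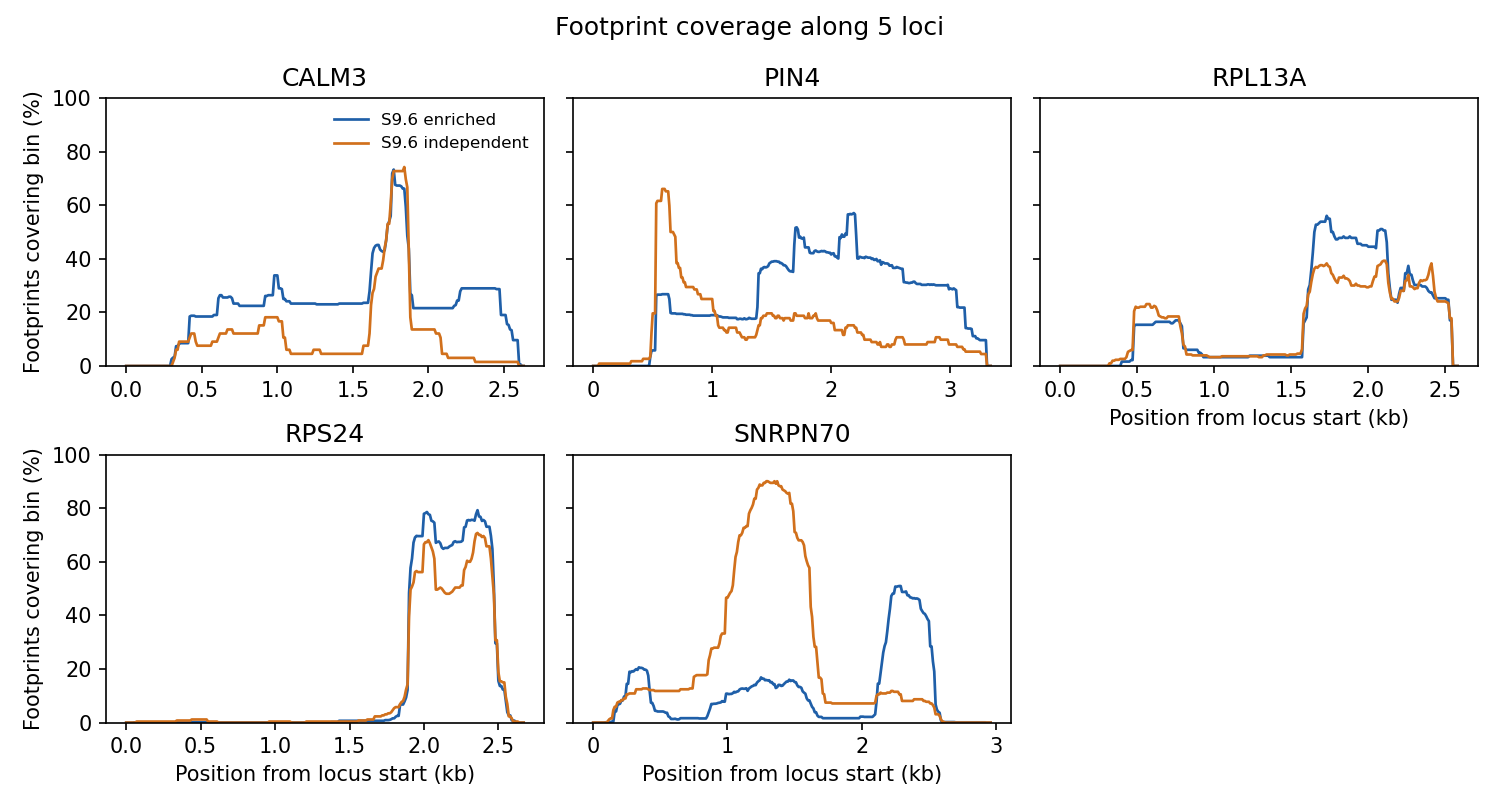
Share of footprints covering each 10-bp bin in percent (y axis) against position from the locus start in kb (x axis) at 5 of the compared loci, for the enriched (blue) and independent (orange) libraries. The profiles run together at RPS24 (correlation 0.995) and part at SNRPN70 (0.121) and PIN4 (0.25).

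RNase H was used to ask whether footprints need an RNA:DNA hybrid. With RNase H 63 footprints were listed (exact Poisson interval 48.4 to 80.6) and without it 2612 (2513 to 2714), a ratio of 2.41% (exact interval 1.85% to 3.10%). In molecules the ratio was 36 to 2541, or 1.42% (0.990% to 1.97%). Both ratios depend on how many molecules were sequenced, which is unknown. SNRPN70 and MRFAP1L1 (chromosome 4, 6708646 to 6711819) had 788 and 502 footprints without RNase H and 0 with it. At CALM3 there were 200 footprints without and 63 with RNase H, or 31.5% (23.3% to 42.0%), the value that differed most from the ratio over all loci. In molecules the CALM3 ratio was 36 to 199, or 18.1% (12.3% to 25.9%). It was lower because 26 of the 36 molecules with RNase H were split at the 150-bp gap and counted more than once as footprints.

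The CALM3 footprints after RNase H had a median of 177 bp, which was also their longest, against 718 bp without RNase H. These lengths depend on the 150-bp gap at which footprints were split: with a gap of 300 bp, or with unsplit molecules, the median after RNase H was 589 bp. A permutation p over footprints is not given for this difference, since footprints here are not independent. The 63 came from 36 molecules in 4 pattern families, and the 200 from 199 molecules in 22. Each of these CALM3 libraries comes from 1 run, not the same one, so run and treatment cannot be told apart. The other enriched runs at CALM3 had medians of 340 and 238 bp, the latter 480 bp below the run without RNase H (adjusted p 4.5e-05). Of the 63, 35 began at position 47112153 and 24 began within 5 bp of position 47112583. Without RNase H, 21 of 200 footprints began within 5 bp of the first position and 1 within 5 bp of the second, and 0 had both ends within 5 bp of either footprint. The profiles of the pair of libraries correlated at 0.07.

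**Figure D3:**
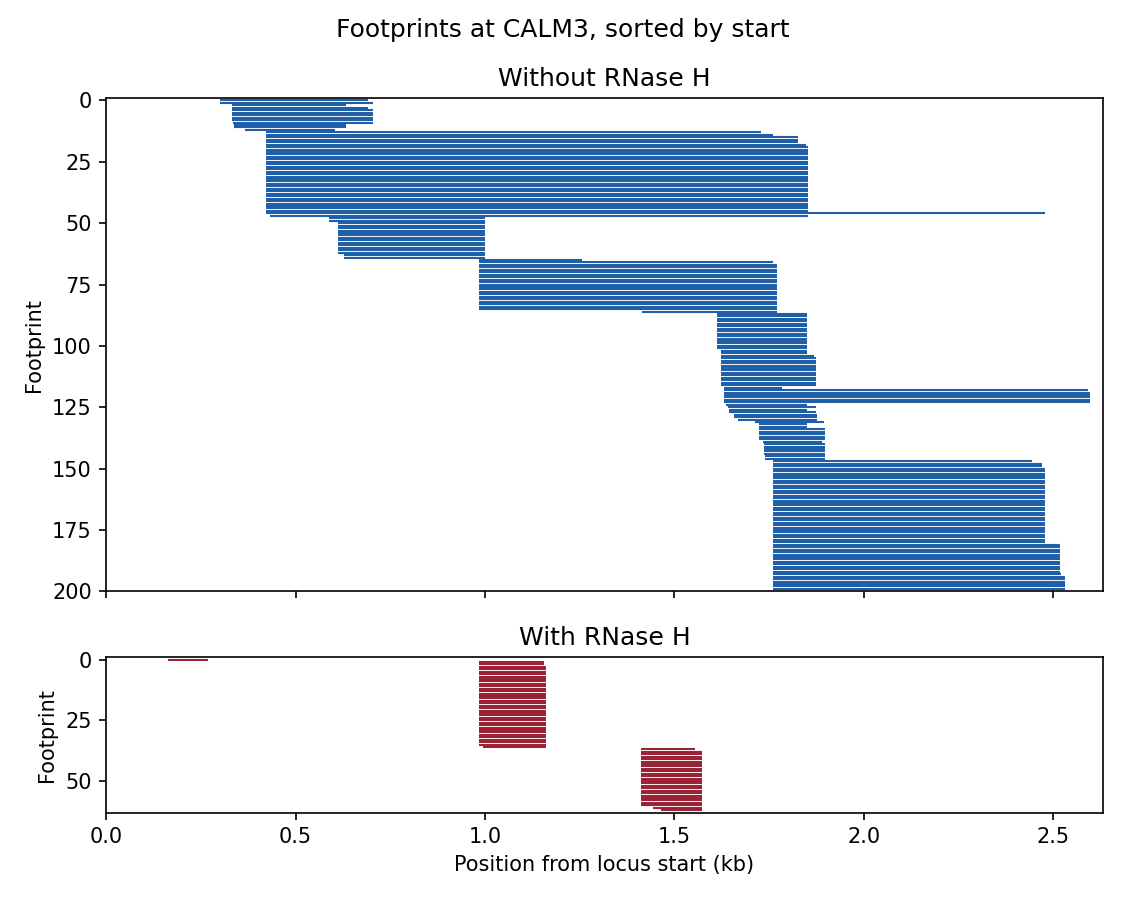
Each footprint at CALM3 as a line from its start to its end in kb from the locus start (x axis), sorted by start (y axis, footprint rank), for 200 footprints without RNase H (blue) and 63 with RNase H (red). After RNase H the footprints gather at a pair of places and none is longer than 177 bp when split at gaps of 150 bp; with a gap of 300 bp their median is 589 bp.

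The direct bisulfite library had no locus in common with the independent library (0 loci), so it was compared with the enriched library at 4 loci, across a difference in the authors' calling threshold (0.35 against 0.55) and with no run in common. Footprints were shorter after direct bisulfite at all 4, each with adjusted permutation p 1e-05, but of these libraries the direct bisulfite one alone listed footprints under 100 bp. With footprints of at least 100 bp in both, a setting chosen after seeing the data, the difference stayed past the threshold at BTF3 (-109 bp) and EEF2 (-90 bp) and not at GADD45A (-225 bp, adjusted p 0.147). MALAT1 kept 5 direct footprints, too few to test. At GADD45A (chromosome 1, 68149932 to 68153583) the median was 763 bp over 199 enriched (692 to 779) and 107 bp over 41 direct footprints (90 to 285), the latter with 14 distinct pairs of ends in 10 pattern families. The larger enriched runs there differed by 408 bp, with 371 bp over 33 footprints and 779 bp over 163 (adjusted permutation p 4.5e-05). The size of the difference at GADD45A therefore depends on the enriched run. Enriched runs differed by 29 bp at BTF3 and 12 bp at EEF2. MALAT1 (chromosome 11, 65264796 to 65268411) measured 319 bp over 857 (310 to 322) against 92 bp over 21, with 5 distinct pairs of ends in 3 families. BTF3 (chromosome 5, 72794132 to 72797135) measured 348 bp over 1365 (343 to 350) against 184 bp over 67 (136 to 239), and EEF2 (chromosome 19, 3982333 to 3985735) 276 bp over 279 (251 to 307) against 130 bp over 244 (112 to 160). The median difference over the 4 loci was -195.5 bp. Its largest shift came with footprints of at least 200 bp, to -34.25 bp, but over only 2 loci, since GADD45A and MALAT1 had too few such footprints to test. Of these, BTF3 stayed shorter past the threshold (-69 bp instead of -164 bp), and EEF2 went from -146 to 0.5 bp. Profile correlations were 0.797 at BTF3, 0.749 at EEF2, 0.460 at GADD45A and -0.118 at MALAT1, all 4 below the range of random parts. Midpoints differed past the threshold at 3 of the 4 loci, not at GADD45A. This count depended on the setting. Among settings chosen before the data were examined, footprints of at least 200 bp gave 2 of 2 loci. The longest footprint per molecule gave 4 of 4, and distinct ends counted once gave 1 of 2. Among those chosen after, footprints of at least 100 bp gave 0 of 3, and calling both libraries again at 0.55 gave 0 of 2.

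On the pFC53 plasmid, 117 of 326 footprints (35.9%, Wilson interval 30.9% to 41.2%) had the deposited start 1026 and the deposited end 1677, which are 651 bp apart. In all, 184 footprints began at 1026 (56.4%, 51.0% to 61.7%) and 206 ended at 1677 (63.2%, 57.8% to 68.2%). Only 3 began before 1026, and 0 ended after 1677. With each distinct pair of ends counted once, the plasmid median was 266 bp.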

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

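Of the tests in this part, the count of pattern families at HDAC1 was chosen after its result was seen. The test of the calling threshold was fixed before, and was judged void only once its value was known.

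HDAC1 (chromosome 1, 32756865 to 32760103) had 189 footprints on 131 molecules in the direct bisulfite library and none in the other human libraries, so no comparison used it, and with no control for that locus it drew attention by lying above the 3 counts that a count of 0 allows. Its median was 918 bp (393 to 918), against 185 bp for the library as a whole. The molecules fell into 18 pattern families, or 7.28 molecules per family. That was more than at the other loci of the library with at least 20 molecules, though MALAT1 came close with 7, and the others had 1.23 to 3. PCR copies of few molecules may therefore account for much of the count. Whether the lower calling threshold of this library produced the footprints stays open: calling them again at 0.55, with sites taken from the same molecules, returned 292 footprints, or 154% of the deposited number, with a median of 263.5 bp. Why the number rose was not tested, and the test is void. The design gives no group that would test a biological explanation, and none was tested.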

How the results depend on the processing

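No paired analysis was possible because each group has 1 library. Alternative gaps, pattern families, re-called footprints, a minimum of 100 bp and the enriched library without its no-RNase-H molecules were chosen after seeing the data. Of 196 alternative values for whole libraries or over loci, 110 stayed within the main interval or, for counts of loci, near the main count, 71 moved and 15 fell in strength. The 15 are lower counts of loci, some only because fewer loci could be tested. Against direct bisulfite, distinct ends, pattern families and both ways of calling again left 2 loci, and both were shorter past the threshold. The 110 include counts of 6 and 4 shorter loci against 5 for the independent library. Of 226 values for single loci, 196 kept their result, 21 moved, 7 were no longer past the threshold and 2 reversed. For lengths at single loci, keeping the result means the same direction and the same side of the threshold, and sizes could change: RPS24 went from -214 to -31 bp and CALM3 from -210 to -422 bp with footprints of at least 200 bp. Where not stated otherwise the cause was not tested.

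Counting distinct ends once gave medians of 316 bp (enriched), 159 bp (RNase H), 158 bp (direct bisulfite) and 266 bp (plasmid), and an RNase H ratio of 0.673%. Against the independent library the median difference was -72.25 bp with 2 loci shorter past the threshold and a median correlation of 0.910; against direct bisulfite it was -161 bp with 2 loci shorter, 1 locus with moved midpoints and a correlation of 0.795, with fewer loci left to test. One molecule per pattern family gave 305 bp (enriched), 284 bp (no RNase H), 120 bp (direct bisulfite) and a ratio of 0.605%. The differences were -38 bp with 2 loci shorter (correlation 0.910) and -166 bp with 2 loci shorter, 1 with moved midpoints and a correlation of 0.794. CALM3, PIN4 and RPS24 kept their direction and lost the threshold under both settings.

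With footprints of at least 200 bp the medians were 374 bp (enriched), 379 bp (no RNase H), 485 bp (independent), 526 bp (direct bisulfite) and 621.5 bp (plasmid), by construction of the filter, and the RNase H ratio was 0%. The direct bisulfite difference was -34.25 bp with 1 locus shorter and a correlation of 0.884, over 2 loci instead of 4, and EEF2 reversed to 0.5 bp. With at least 100 bp it was -109 bp over 3 loci with 2 shorter, a correlation of 0.808 and 0 loci with moved midpoints, and GADD45A lost the threshold. Molecules with more than 1 footprint were 0.669% (enriched), 1.47% (no RNase H), 27.4% (direct bisulfite) and 7.63% (plasmid). With a gap of 100 bp they were 1.81% (enriched) and 30.2% (direct bisulfite), and with 300 bp 0.936%, 7.23% and, with RNase H, 5.56%.

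The mean gave 418 bp (enriched), 426 bp (no RNase H), 449 bp (independent), 450.2 bp (direct bisulfite) and 451 bp (plasmid), and differences of -87.5 bp (independent) and -162 bp (direct bisulfite). A minimum of 10 footprints gave -210 bp and -164 bp. A minimum of 100 gave -101.5 bp with a correlation of 0.952, and -146 bp with 1 locus shorter, 1 with moved midpoints and a correlation of 0.749, since it left fewer loci. The longest footprint per molecule gave -178.5 bp against direct bisulfite. Spearman's correlation had a median of 0.712 and midpoints in 50-bp bins 0.650 for the independent library.

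Leaving out the locus with most footprints gave 278.5 bp (independent), 292 bp (direct bisulfite) and an RNase H ratio of 4.23%. Loci shared by the enriched, independent and no-RNase-H libraries gave 321 bp and 412 bp for the first pair. Loci with footprints in both RNase H libraries gave 31.5% and molecules 1.42%. A gap of 100 bp gave -171 bp and a correlation of 0.358 for direct bisulfite; a gap of 300 bp gave 589 bp with RNase H and a ratio of 1.46%. Unsplit molecules gave 589 bp (RNase H), 334 bp (no RNase H) and -173.5 bp (direct bisulfite). Both libraries called again at 0.55 gave -126.75 bp with 2 loci shorter, a correlation of 0.894 and 0 loci with moved midpoints, over fewer loci; with sites from both libraries it was -117.75 bp with 2 loci shorter, 0.886 and 0. Without the no-RNase-H molecules, the independent difference was -87.25 bp, with -73 bp at CALM3, and the SNRPN70 correlation reversed to -0.0303.

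Strand share, sequence and annotation alternatives and the major-strand setting were not run, as each locus has 1 strand and no genome was used. The direct bisulfite and independent libraries share 0 loci. Unknown depth limits every count, and precision rests on as few as 21 footprints at a compared locus.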

Other observations

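Of the tests in this part, the draws of pattern families for RNase H were fixed before their result was seen. The limit they are read against, the 95% range, was settled afterwards. The minimum of 200 bp cited for EEF2 was fixed before the data were examined. The other tests were chosen after the results they bear on were seen.

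Molecules of one sequencing run often had identical footprint ends. In the enriched library, sharing both ends was more common within a run than between runs at 17 of 18 loci, with medians of 2.80% and 0.261% of pairs, and also at 17 loci when ends within 5 bp counted as shared. Preferred ends alone would be shared between runs as well, which argues against them as the whole cause. At 13 of the 13 loci with at least 10 such pairs of each kind, the pairs were more alike in their converted positions within a run (median 13.8% unlike) than between runs (32.6%); with ends within 5 bp this held at 13 of 14 loci. PCR copies of one molecule may explain this pattern. Intervals and tests over footprints would then be too narrow, by an amount not measured. No biological explanation was tested.

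At 5 loci footprints were shorter in the independent library. With 1 molecule per pattern family, the difference was -122 bp at RPL13A, still past the threshold, which argues against PCR copies as the whole cause there. It was -27 bp at CALM3, -17 bp at PIN4 and -77 bp at RPS24, no longer past the threshold, so at these loci copies could account for the result, and fewer molecules also remained to test. The number of runs that held both libraries was 0, so the sequencing runs and enrichment with S9.6 cannot be told apart at any of the 5 loci.

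SNRPN70 went the other way. The other 2 compared loci of the same independent run, RPL13A and RPS24, had a median difference of -157.75 bp, which argues against a shift of all lengths in that run. With 1 molecule per pattern family the difference at SNRPN70 was 314 bp and past the threshold, which argues against PCR copies as the whole cause. A property of this locus in that 1 run remains open, since the runs allow no one-sided exact p under 0.25, and so does an effect of S9.6, which the design names and which was not tested apart from the run.

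The 36 CALM3 molecules left after RNase H fell into 4 pattern families, fewer than in draws of 36 molecules from the library without RNase H (median 11, 95% range 8.97 to 15). PCR copies of few molecules may explain why so many share their ends. Whether the footprints are a random remainder of those seen without RNase H could not be decided: 4.3% of 1000 draws of 4 families gave a profile correlation at or below the observed 0.07, which lay within the 95% range of the draws (0.0321 to 0.811).

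Direct bisulfite footprints were shorter than enriched ones under a lower calling threshold, and of these libraries only the direct one listed footprints under 100 bp. With footprints of at least 100 bp the difference was -109 bp at BTF3 and -90 bp at EEF2, both past the threshold, which argues against the footprints under 100 bp as the whole cause there, though at EEF2 it was 0.5 bp with at least 200 bp. At GADD45A it was -225 bp and no longer past the threshold, and at MALAT1 5 footprints were left, so at these loci footprints under 100 bp could account for the result. With 1 molecule per pattern family the difference was -144 bp at BTF3 and -188 bp at EEF2, past the threshold, which argues against PCR copies as the whole cause there. GADD45A had 10 direct families and MALAT1 3, too few to test, so copies stay open there.

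The calling threshold was tested on the same difference. Called again at 0.55 in both libraries, the difference was -152 bp at BTF3 and -101.5 bp at EEF2, both past the threshold. It rests on the fewer direct footprints called again, 22 against 67 deposited at BTF3 and 98 against 244 at EEF2. Calling again also required 100 bp, which 51 and 156 of the deposited direct footprints reached. The enriched library gave 1363 against 1365 and 259 against 279. Sites for this calling came from the enriched library and held 94.7% and 77.6% of the direct converted bases at these loci. With sites from both libraries (98.1% and 91.3%) the differences were -152 and -83.5 bp, still past the threshold, which argues against the calling threshold as the whole cause at BTF3 and EEF2. Too few direct footprints were called again to test GADD45A (14) and MALAT1 (2), where the sites of the enriched library held 52.2% and 17.1% of the direct converted bases. The numbers were the same with sites from both libraries, which held 69.2% and 96%. The threshold could be the cause at these loci, and at GADD45A so could missing sites. Part of the loss can come from the 100-bp minimum, which only 23 deposited direct footprints met at GADD45A and 5 at MALAT1. The direct library's single run holds no enriched molecules, so the run stays open at all 4 loci.

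At PRPF38B, a locus picked after its values were seen, 65 of 81 enriched molecules had one and the same set of 7 converted positions, 10 in one run and 55 in another. Molecules in families found in both runs made up 88.9% there. At 5 other loci of these runs they made up a median of 8.63%, from 0% to 20.9% at MORF4L2 and 32.0% at TOMM20. These shares argue against both runs having read one amplified library as a whole, but do not exclude a shared part. A fixed difference from the genome, or another genomic copy, could give the same 7 positions in every molecule and stays open without a genome sequence.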
